A study of Canis lupus familiaris with 12 samples. Its data were reported in "Elective nodal irradiation mitigates local and systemic immunity generated by combination radiation and immunotherapy in head and neck tumors" (2022).

How the data were processed

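RNA from lymph nodes of 6 dogs with sinonasal cancer was measured by NanoString nCounter, which counts fluorescent barcodes hybridised to each transcript without amplification, on a canine immuno-oncology panel of 800 probes. All dogs received stereotactic body radiation therapy (SBRT) of 10 Gy in each of 3 fractions to the tumor. In 3 dogs the regional nodes were irradiated as well (elective nodal irradiation, ENI) and in 3 dogs they were not. According to the study, ipsilateral mandibular nodes were removed by surgery 2 weeks after SBRT. The labels hold 12 samples, 2 from each dog, and do not say what distinguishes the 2 samples of a dog. The labels name lymph node as the source of every sample, while the extraction protocol speaks of frozen tumor tissue; the samples were treated here as lymph node. Samples were grouped by the irradiation status in the labels, giving 6 samples of 3 dogs per group.

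The values used were those of a ratio table that the authors exported from the nSolver software, whose version and background settings are not given in the sources used here. Per the file headers, the signal of each probe is deposited as 1 normalized count per group, printed below as the authors' mean, with the SD over the samples of that group. The authors also deposited the fold as a signed score, its 95% limits, a p-value for each probe and an adjusted p-value. Values of single samples were not used here, so the depth of each sample is unknown, and no sample could be left out, plotted or compared with another. The midpoints of the deposited limits lay within 0.0154 log2 units of the log2 ratio of the group values, which identifies the group values as geometric means. The log2 ratios of the 20 housekeeping genes averaged -2.62e-05, so the deposited values had been scaled to the mean of these genes and their average carries no information on the groups. The authors' adjusted p-value equalled the Benjamini-Yekutieli value over all 800 probes to 2 decimals.

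The log2 ratio of irradiated over non-irradiated nodes was computed from the authors' means, and its standard error (SE) was recovered from the deposited p-value and limits. For 60 genes with a small p-value, the p-value and the limits together required a median of 9.61 degrees of freedom (range 6.78 to 12.3, widened by rounding). With 3 against 3 dogs at most 4 are possible and with 6 against 6 samples at most 10, so the deposited comparison treated the 2 samples of a dog as independent. The p-values therefore measure in part the spread between samples of the same dog and are too small if those samples resemble each other. All SEs in the text are over samples unless stated otherwise.

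In the main comparison the deposited p-values of the 780 endogenous genes were adjusted by Benjamini-Hochberg, with a threshold of 0.05. This test, the alternatives and 28 gene lists were chosen before the data were examined. As an alternative, each p-value was rescaled to the assumed case that the 2 samples of a dog were identical, in which the SE is 1.58 times as large and the degrees of freedom 0.4 times as many. No fit to values per dog was made, so this shows how far calls rest on the independence of samples and is no test across dogs. Independent and identical samples of a dog are the extremes, and where these samples lie between them is not known. Benjamini-Yekutieli, Bonferroni and unadjusted p-values, a minimum level of 20 normalized counts, centring on the median of the housekeeping or of the endogenous genes, and inclusion of the housekeeping genes were also tried. Variances moderated across genes with limma (version 3.58.1, R 4.3.3) were added after the data were seen. Other steps used Python 3.11.15 with scipy 1.17.1, statsmodels 0.14.6 and pandas 2.3.3.

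The rescaling was tested on 20 simulated tables of the same 780 genes, of which 200 were changed. Genes were drawn independently of each other, and the shares below are means over the tables. With identical samples of a dog, 20.6% of unchanged genes had an unadjusted p under 0.05 over samples and 3.30% after rescaling; with independent samples these were 4.59% and 0.0776%. Rescaled and adjusted, the comparison called 44.1% of simulated 4-fold changes and 12.9% of 2-fold changes with identical samples, and 29.2% and 2.70% with independent samples.

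For each gene list the members higher and lower, the members past the threshold over all genes and adjusted over the list alone, and the median log2 ratio were computed. The median was set against 10000 random lists of the same size drawn from 10 bins of expression level and is given as a percentile. Genes are not replicates, so the percentile describes this table and is no test across dogs. The lists covered the antigen presentation, effector and immunosuppression genes that the study names, MHC class II, MHC class I processing, T cells, cytotoxic cells, B cells, germinal centres, plasma cells, dendritic cells, macrophages and monocytes, neutrophils, type I interferon response, interferon gamma response, checkpoints, regulatory T cells, lymphoid homing, proliferation, DNA damage response, DNA repair, fibroblasts and matrix, endothelium, epithelium or tumor, inflammatory cytokines, complement, metabolism and hypoxia, and mast cells.

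The text names the 15 genes that the study names, the 10 genes with the smallest p-value in each direction, the 5 genes with the largest log2 ratio in each direction among those with an unadjusted p under 0.05, the members of each described list under that p or otherwise the 2 to 4 members with the smallest p, and the housekeeping genes. Some genes that this rule takes are not reported here. Symbols are those of the table; 773 of the 800 were found in the canine RefSeq gene table and 223 probes matched it by accession, 222 of them under the same symbol. The symbol LOC100856270 has no other name in the table.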

Results

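Gene expression was compared between lymph nodes of dogs given SBRT with ENI (irradiated nodes) and of dogs given SBRT to the tumor only (non-irradiated nodes), with 3 dogs and 6 samples in each group. The panel measured 780 endogenous genes, among them those of antigen presentation, lymphocytes, stroma and the DNA damage response, and 20 housekeeping genes. The geometric mean of both groups ranged from 7.69 to 186424 normalized counts between probes, with a median of 226, and 61 endogenous genes lay under 20. The authors' means summed to 896768 normalized counts in irradiated and 836546 in non-irradiated nodes, of which B2M, the light chain of MHC class I, took 212887 and 163250. The dogs with irradiated nodes were 7 to 14 years old and those with non-irradiated nodes 3 to 9 years, so age differed along with treatment.

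To find the genes that differed with nodal irradiation, the groups were compared over the whole panel. Several genes of stromal and vessel cells fell in irradiated nodes. Here fell and rose mean lower or higher than in the nodes of the other dogs, as no node from before treatment was measured. The adjusted p-values treat the 2 samples of a dog as independent. CXCL12, a chemokine made by reticular stromal cells, fell 2.53-fold (log2 ratio -1.34 ± 0.10 SE, adjusted p = 0.000148), from an authors' mean of 4767 to 1882 normalized counts. The platelet-derived growth factor receptors of mesenchymal cells fell as well, PDGFRA by 1.67 (± 0.17 SE, adjusted p = 0.00189) and PDGFRB by 0.92 (± 0.17 SE, adjusted p = 0.0288) on the log2 scale. So did the endothelial adhesion genes CDH5 (-1.14 ± 0.16 SE, adjusted p = 0.0049) and PECAM1 (-0.24 ± 0.04 SE, adjusted p = 0.0288), and complement component C7 (-1.57 ± 0.21 SE, adjusted p = 0.0111), although PECAM1 did not pass when ratios were centred on the endogenous median (adjusted p = 0.0662) or with limma's moderated variances over samples (adjusted p = 0.325). Conversely, CDKN1A, a cell cycle inhibitor induced by DNA damage, rose 1.89-fold (0.92 ± 0.13 SE, adjusted p = 0.00423), and the replication clamp PCNA (0.63 ± 0.09 SE, adjusted p = 0.00457) and the recombination gene BRCA2 (0.67 ± 0.07 SE, adjusted p = 0.00423) rose with it.

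In all, 19 of 780 genes passed the threshold by Benjamini-Hochberg adjustment of the nSolver comparison, 7 higher and 12 lower. The largest rise was in HSD11B1, which regenerates active glucocorticoid, at 3.52-fold (1.82 ± 0.29 SE, adjusted p = 0.0334). The immunoproteasome subunit PSMB9 rose 1.60-fold (0.68 ± 0.10 SE, adjusted p = 0.0146), and the metabolic enzyme IDH2 rose 1.47-fold (0.55 ± 0.10 SE, adjusted p = 0.0352). The other genes that fell were the chemokine receptor CCR9 (-0.93 ± 0.10 SE, adjusted p = 0.00189), the stem cell factor receptor KIT (-0.42 ± 0.08 SE), the integrin ITGAV (-0.48 ± 0.09 SE), the kinase MAP2K1 (-0.51 ± 0.10 SE), the acetyltransferase EP300 (-0.47 ± 0.10 SE) and the phosphatase DUSP1 (-0.91 ± 0.20 SE). The calls of EP300 (adjusted p = 0.0551 and 0.0693) and DUSP1 (0.0543 and 0.0624) ended when ratios were centred on the housekeeping and the endogenous median. With limma's moderated variances over samples PSMB9 (adjusted p = 0.0501), IDH2, KIT, ITGAV, MAP2K1 and EP300 (0.088 to 0.115) did not pass either. An unadjusted p under 0.05 was reached by 141 genes, 50 higher and 91 lower. Because 2 samples came from each dog, these p-values are too small where such samples resemble each other. No fit to values per dog was made; in the assumed case that the 2 samples of a dog were identical, 0 genes passed, 18 genes (2.31%) had an unadjusted p under 0.05, and the smallest adjusted p was 0.999, where simulated unchanged genes reached that unadjusted p in 3.30% of cases with identical and 0.0776% with independent samples of a dog; with limma's moderated variances 0 genes passed in that case (smallest adjusted p 0.161, with 35 genes at an unadjusted p under 0.05).

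**Figure D1:**
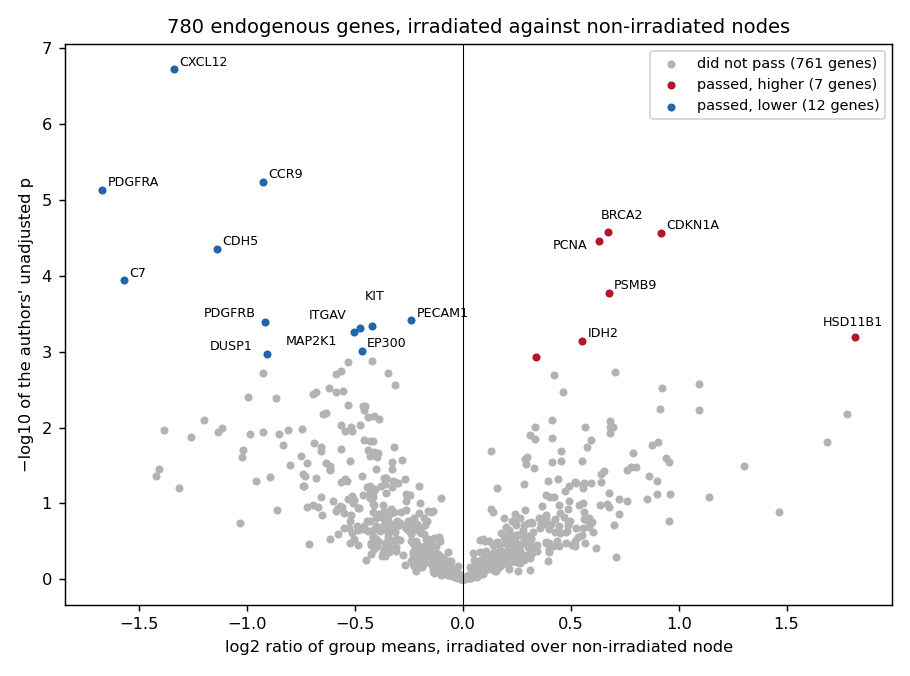
Log2 ratio of the authors' means (x axis, irradiated over non-irradiated nodes) against the negative log10 of the deposited unadjusted p (y axis) for 780 endogenous genes. Red points are the 7 genes that passed the threshold and were higher, blue points the 12 that passed and were lower, and CXCL12 stands highest on the y axis.

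Several genes with large ratios did not pass. SPP1, which encodes osteopontin, had a log2 ratio of 1.78 ± 0.49 SE (adjusted p = 0.110), the chemokine CXCL14 1.69 ± 0.51 SE (adjusted p = 0.15), the mitotic kinase CDK1 1.30 ± 0.50 SE (adjusted p = 0.216) and LOC100856270 1.10 ± 0.26 SE (adjusted p = 0.0733). At the other end were CD8B at -1.42 ± 0.61 SE (adjusted p = 0.254), CD8A at -1.41 ± 0.57 SE (adjusted p = 0.222) and the immediate early gene FOS at -1.38 ± 0.44 SE (adjusted p = 0.130). The exonuclease ISG20, at 0.71 ± 0.17 SE (adjusted p = 0.0583), and DLA-DMA, at 0.42 ± 0.10 SE (adjusted p = 0.0583), were also among the 10 genes with the smallest p of those higher.

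Over the whole panel, 352 genes were higher and 428 lower in irradiated nodes, and the median log2 ratio was -0.05. A log2 ratio beyond 1 in size was found for 23 genes, 8 higher and 15 lower. The housekeeping genes had a median of -0.03, with 8 higher and 12 lower. Of these 5 had an unadjusted p under 0.05, among them MRPL19 (0.42 ± 0.05 SE), OAZ1 (0.38 ± 0.12 SE) and UBB (0.63 ± 0.24 SE), which were higher, and DNAJC14 (-0.30 ± 0.10 SE), which was lower. The other 15, which include PSMC4, GUSB, TBP, NRDE2, TFRC, SF3A1, SDHA, TBC1D10B, TLK2, POLR2A, TMUB2, ERCC3, STK11IP and ABCF1, were not under that p.

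The study asked whether ENI altered antigen presentation in the node. All 9 antigen presentation genes that it names were higher in irradiated nodes. The MHC class II genes DLA-DQA1 (0.68 ± 0.21 SE), DLA-DOB (0.72 ± 0.38 SE), DLA-DMB (0.53 ± 0.24 SE), DLA-DQB1 (0.44 ± 0.41 SE), DLA-DMA (0.42 ± 0.10 SE) and DLA-DRA (0.31 ± 0.21 SE) had positive log2 ratios, as had B2M (0.38 ± 0.36 SE) and the co-stimulatory genes CD40 (0.64 ± 0.26 SE) and CD80 (0.44 ± 0.32 SE). The effector genes were higher too, with 0.92 ± 0.24 SE for the granule protease GZMB, 0.56 ± 0.37 SE for the T cell chemokine CXCL10 and 0.27 ± 0.41 SE for IFNG. The 3 immunosuppression genes were lower, IL10RA at -0.41 ± 0.11 SE, IL17RB at -0.41 ± 0.14 SE and FOXP3, the regulatory T cell factor, at -0.37 ± 0.22 SE. Over all genes 0 of the 15 passed by the nSolver comparison, and 0 passed with limma's moderated variances over samples or with samples of a dog assumed identical; 5 had an unadjusted p under 0.05. Adjusted over the list alone, 2 antigen presentation, 1 effector and 2 immunosuppression genes passed, but the lists come from the study of the same samples and are not independent evidence of direction; with samples of a dog assumed identical, 0 passed over the list alone.

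**Figure D2:**
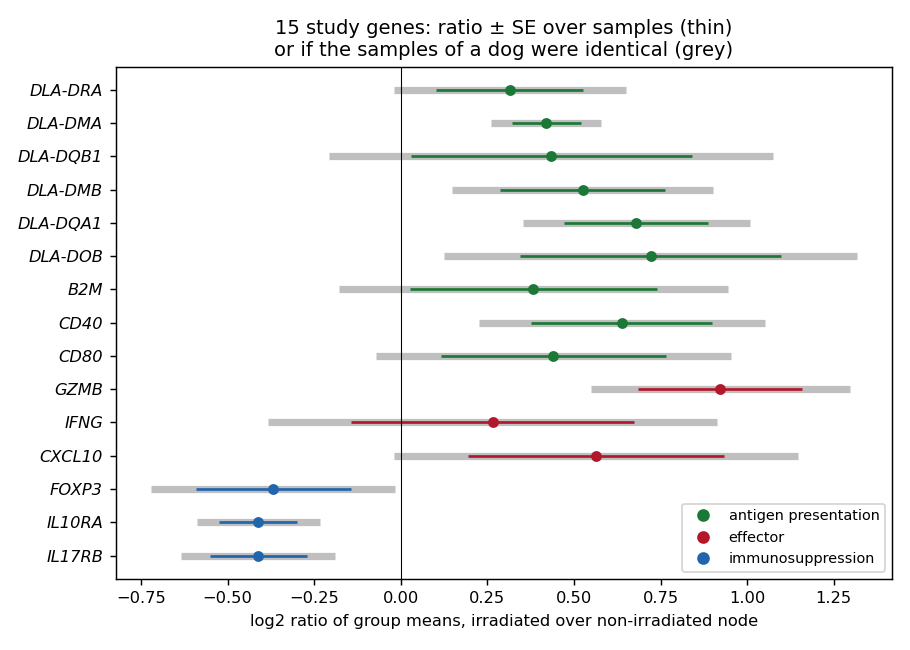
Log2 ratio (x axis, irradiated over non-irradiated nodes) of the 15 genes that the study names (y axis). Points and thin bars are the ratio and its SE over samples, and grey bars the SE if the 2 samples of a dog were identical; all 9 antigen presentation and 3 effector genes lie above 0 and the 3 immunosuppression genes below.

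The wider MHC lists were less uniform. Of 9 measured MHC class II genes 7 were higher, while the invariant chain CD74 (-0.25 ± 0.18 SE) and HLA-DRB1 (-0.08 ± 0.15 SE) were lower. The median was 0.42, at the upper edge of the middle 95% of random lists; 0 passed over all genes and 2, DLA-DMA and DLA-DQA1, adjusted over the list alone, and 6 of the 9 are genes that the study names. Of 10 MHC class I processing genes 5 were higher and 5 lower, with a median of 0.14 (percentile 90.0), which was -0.06 (percentile 52.5) without the gene that passed, PSMB9, and 0.35 (percentile 98.3) without the most extreme member. The class I gene DLA88 was also measured but is not among them, because the list spelled its symbol otherwise. PSMB9 passed over all genes and adjusted over the list alone, PSMB8 (0.68 ± 0.18 SE) and DLA-79 (0.44 ± 0.20 SE) had an unadjusted p under 0.05, and the peptide transporter TAP1 had a log2 ratio of -0.11 ± 0.18 SE. Over the list alone, 0 members of either list passed with samples of a dog assumed identical.

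B cell and T cell genes lay on opposite sides of 0. Of 15 B cell genes 14 were higher, with a median of 0.32 at percentile 99.3, among them the receptor TNFRSF13B (0.57 ± 0.17 SE) and MS4A1, which encodes CD20 (0.56 ± 0.29 SE). All 4 plasma cell genes were higher, with a median of 0.64 at percentile 99.8 (0.48 at percentile 96.7 without the most extreme member), led by the differentiation factor PRDM1 (0.80 ± 0.32 SE) and the receptor TNFRSF17 (1.46 ± 0.89 SE). Of 10 germinal centre genes 8 were higher (median 0.25, percentile 96.7), with PDCD1 at 0.66 ± 0.26 SE and the B cell chemokine CXCL13 at 0.85 ± 0.43 SE. Of 17 T cell genes 13 were lower (median -0.25, percentile 4.17, but -0.36 and percentile 0.83 without the most extreme member), including the receptor chain CD3E (-0.74 ± 0.35 SE) and the kinase LCK (-0.66 ± 0.34 SE). Over all genes and adjusted over the list alone, 0 members of these 4 lists passed; 1 B cell, 1 plasma cell, 1 germinal centre and 0 T cell genes had an unadjusted p under 0.05. The difference between B cell and T cell genes was not tested across dogs.

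Cytotoxic genes were split. The granzymes GZMB (0.92 ± 0.24 SE) and GZMA (0.79 ± 0.29 SE) were higher, whereas CD8A, CD8B, the protease CTSW (-1.20 ± 0.36 SE), the transcription factor EOMES (-0.72 ± 0.28 SE) and the natural killer receptor NCR1 (-0.61 ± 0.25 SE) were lower, each at an unadjusted p under 0.05. Of the 17 members 6 were higher and 11 lower, the median was -0.10 at percentile 31.3, and 0 passed over all genes or adjusted over the list alone. Of 11 regulatory T cell genes 5 were higher and 6 lower, with a median of -0.35 at percentile 3.15 and a mean of -0.12 at percentile 36.0; IL10RA alone had an unadjusted p under 0.05, and 0 passed over all genes or adjusted over the list alone. Among 14 checkpoint genes 8 were higher and 6 lower (median 0.05, percentile 81.7). CD96 (-0.93 ± 0.21 SE) and VSIR (-0.62 ± 0.16 SE) passed adjusted over the list alone and 0 members over all genes, and PDCD1 and BTLA (0.86 ± 0.35 SE) had an unadjusted p under 0.05; 0 passed over the list alone with samples of a dog assumed identical.

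Stromal and vessel lists were lower in part. Of 6 endothelial genes 5 were lower, with a median of -0.51 at percentile 0.67; CDH5 and PECAM1 fell, and 5 passed adjusted over the list alone, which adds SELE (-0.68 ± 0.18 SE), ICAM2 (-0.33 ± 0.13 SE) and KDR (-0.74 ± 0.28 SE), but 0 with samples of a dog assumed identical. VCAM1 had a log2 ratio of 0.14 ± 0.09 SE. Of 7 fibroblast and matrix genes 5 were lower, with a median of -0.30 at percentile 13.4. PDGFRA and PDGFRB passed over all genes and adjusted over the list alone, while the collagens COL1A1 (0.24 ± 0.41 SE) and COL3A1 (0.03 ± 0.34 SE) and the matrix gene FN1 (-0.20 ± 0.25 SE) did not; with samples of a dog assumed identical, PDGFRB did not pass over the list alone. Of 13 lymphoid homing genes 9 were lower (median -0.22, percentile 11.7), and CXCL12 alone passed, over all genes and adjusted over the list alone.

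Genes of the damage response and of cell division were mostly higher. Of 6 measured DNA damage response genes 5 were higher (median 0.43, percentile 99.5). CDKN1A rose, the death receptor FAS had a log2 ratio of 0.41 ± 0.15 SE, and 2 members, CDKN1A among them, passed adjusted over the list alone. All 5 DNA repair genes were higher (median 0.47, percentile 99.4, but 0.27 and percentile 93.9 without the most extreme member); BRCA2 rose, and 2 members, BRCA2 among them, passed adjusted over the list alone. Of 6 proliferation genes 5 were higher (median 0.47, percentile 99.6, but 0.31 and percentile 95.9 without the most extreme member). PCNA passed over all genes and adjusted over the list alone, and BIRC5 (0.94 ± 0.35 SE) and CDK1 had an unadjusted p under 0.05, while MKI67, the common marker of dividing cells, had a log2 ratio of 0.08 ± 0.17 SE. In the case of identical samples of a dog, 0 members of these 3 lists passed over the list alone.

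**Figure D3:**
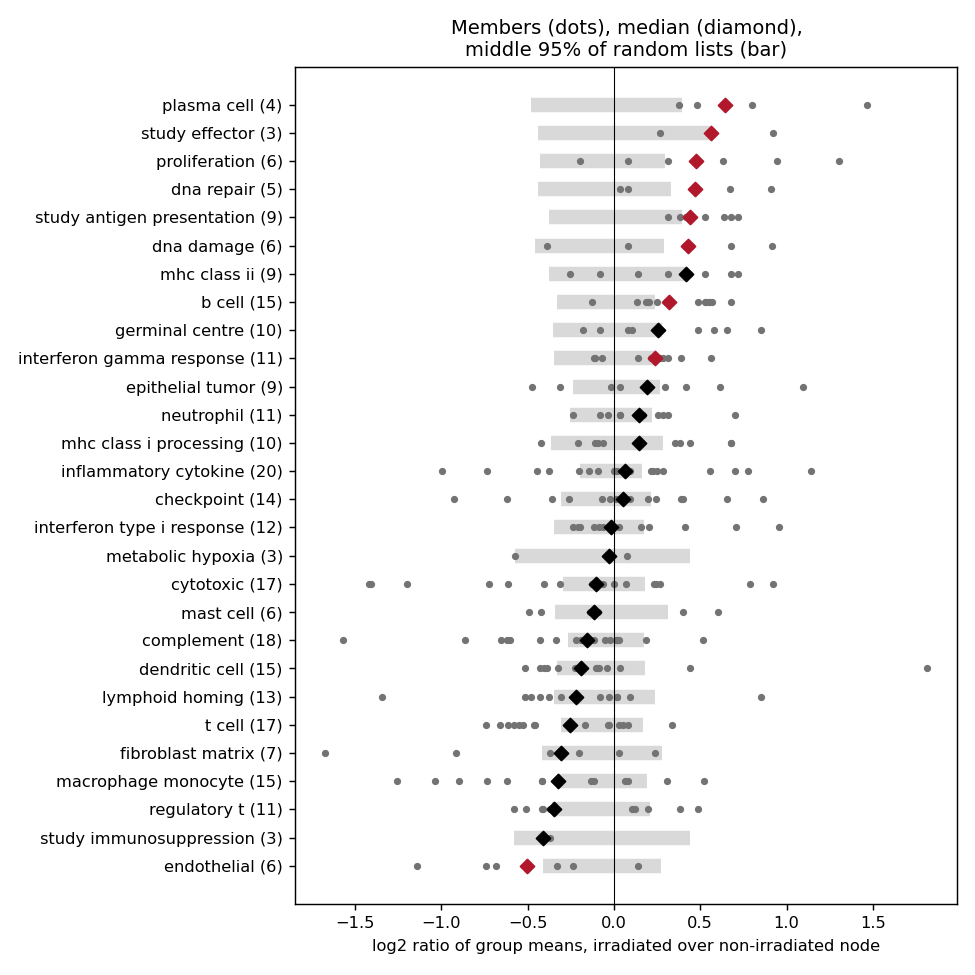
Log2 ratios (x axis, irradiated over non-irradiated nodes) of the members of 28 gene lists (y axis, with the number measured). Grey dots are genes, diamonds list medians (red where outside the middle 95% of random lists, shown as bars); plasma cell genes have the highest median, 0.64, and endothelial genes the lowest, -0.51.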

Values the study reported

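The study reported treating the dogs with SBRT of 10 Gy in each of 3 fractions, with n = 3 dogs in each treatment group. It described 3 carcinomas, 1 sarcoma and 2 malignant tumors among them. It reported the antigen presentation and effector genes as increased and the immunosuppression genes as decreased in dogs given ENI, with no significant difference for any of them.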

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

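The variances moderated with limma and the lists without called genes were tried only after the results were seen. Against 19 genes past the threshold, Benjamini-Yekutieli and Bonferroni adjustment each gave 7, all among the 19, and unadjusted p-values 141; these follow from the strictness of the adjustment. Moderated variances over samples gave 11, all among the 19 and without PECAM1, PSMB9, IDH2, KIT, ITGAV, MAP2K1 and EP300, and the cause was not tested. Assuming the 2 samples of a dog identical gave 0, with larger errors and fewer degrees of freedom, and moderated variances in that case gave 0, where the cause was not tested; neither is a fit to values per dog. A minimum level of 20 normalized counts gave 21, and centring on the housekeeping or endogenous median 17 each (EP300 and DUSP1 lost under both, PECAM1 under the endogenous median, where DLA-DMA was gained). With the housekeeping genes added to the adjustment, 19 endogenous genes passed, and passing housekeeping genes were not counted. The authors' Benjamini-Yekutieli values over all 800 probes, housekeeping genes included, were under 0.05 for 8 probes. The share of genes higher in irradiated nodes, 45.1%, became 50.0% when centred on the endogenous median, as that centring fixes it, 47.9% on the housekeeping median and 44.2% with the minimum level. All 15 study genes kept their direction under both centrings, which shift ratios too little to reverse any of them. List medians outside the middle 95% of random lists numbered 9, among them the antigen presentation and effector lists, which the study named from these samples. With means in place of medians they numbered 14, where the cause was not tested. The other settings gave 8 to 11. The effector and MHC class II lists lay at the edge of that range, and the plasma cell, proliferation and DNA repair lists fell inside it without their most extreme member, as did the interferon gamma list with means. No median of these 9 lists changed sign. Among the other lists, that of MHC class I processing was -0.06 without genes past the threshold, that of the type I interferon response was 0.01 and 0.03 under the 2 centrings and 0.13 with means, and that of metabolism and hypoxia lay just above 0 under both centrings, at 0.02 under the endogenous median. Planned settings that need values of single samples were not run: other pseudocounts, leaving out a dog or a sample, age or sex as covariates, upper-quartile scaling, the dog as a block, and a filter on the number of samples above background. No paired analysis was possible because the groups hold different dogs. With 61 genes under 20 normalized counts, ratios of such genes, among them ZAP70 and MUC1, rest on signal near background.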

Other observations

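The tests of a shared normalization factor and the share of genes at a small p were chosen only after the results were seen. Of 15 macrophage and monocyte genes 11 were lower (median -0.33, percentile 2.71), with SIGLEC1, the marker of sinus macrophages, at -1.26 ± 0.39 SE, the complement gene C1QA at -0.62 ± 0.25 SE and CD84 at -0.90 ± 0.38 SE, whereas TREM2 was at 0.31 ± 0.10 SE; 4 had an unadjusted p under 0.05 and 0 passed over all genes or adjusted over the list alone. Of 15 dendritic cell genes 12 were lower (median -0.19, percentile 17.8), and HSD11B1, which passed over all genes and adjusted over the list alone, went the other way. Of 18 complement genes 12 were lower (median -0.15, percentile 14.0); C7 passed over all genes, and adjusted over the list alone 2 did, C7 and C2 (-0.87 ± 0.21 SE). Of 6 mast cell genes 4 were lower (median -0.11, percentile 28.3), and KIT passed over all genes and adjusted over the list alone. Of 11 neutrophil genes 8 were higher (median 0.15, percentile 92.3), with CSF3R at 0.28 ± 0.13 SE and CXCL8 at 0.70 ± 0.50 SE, and 0 passed or had an unadjusted p under 0.05. With the samples of a dog assumed identical, 0 members of these lists passed over the list alone.

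Interferon genes were mixed. Of 12 type I response genes 6 were higher and 6 lower (median -0.02, percentile 72.2), with ISG20 passing adjusted over the list alone and 0 over all genes, and ISG15 at 0.96 ± 0.36 SE and IFI35 at 0.41 ± 0.13 SE. Of 11 interferon gamma response genes 8 were higher (median 0.24, percentile 98.1, but mean 0.19 at percentile 95.7), with IRF1 at 0.29 ± 0.17 SE and CXCL10 at 0.56 ± 0.37 SE, and 0 passed or had an unadjusted p under 0.05. Among 20 inflammatory cytokine genes 13 were higher (median 0.06, percentile 86.0); IL6 was at 0.78 ± 0.30 SE, PTGS2 at -1.0 ± 0.25 SE and CCL2 at -0.73 ± 0.30 SE, and 0 passed over all genes or adjusted over the list alone. Of 9 epithelial or tumor genes 6 were higher (median 0.19, percentile 89.9), and KRT18 (1.09 ± 0.29 SE) and CDH1 (-0.48 ± 0.14 SE) passed adjusted over the list alone, in opposite directions, and 0 over all genes. The 3 measured metabolism and hypoxia genes were 1 higher and 2 lower (median -0.03, percentile 57.6), with NDRG1 at -0.57 ± 0.32 SE and VEGFA at 0.08 ± 0.18 SE, and 0 passed or had an unadjusted p under 0.05. In that assumed case 0 members of these lists passed over the list alone either. The medians of the 3 lists that the study named were 0.44 for antigen presentation (percentile 98.7), 0.56 for effector genes (at the upper edge of the middle 95%) and -0.41 for immunosuppression (percentile 7.46). As the study named these genes from the same samples, their percentiles are not independent evidence of direction. The spread between samples was larger in non-irradiated nodes for 510 of 780 genes (65.4%). EGR1, chosen after its value was seen, was at -0.99 ± 0.29 SE beside its fellow immediate early genes FOS and DUSP1.

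The stromal and vessel genes CXCL12, PDGFRA, PDGFRB, CDH5, PECAM1 and C7 fell in irradiated nodes. These genes were chosen for having passed, and centring on the endogenous median (-0.05) shifts every ratio by only that amount. With SEs over samples, 5 of the 6 stayed past the threshold (adjusted p from 0.000206 for CXCL12 to 0.0355 for PDGFRB). PECAM1 moved from -0.24 to -0.19 (± 0.04 SE) and its call ended (adjusted p = 0.0662) because the centring took up part of a small ratio. A normalization factor shared by all genes would move every ratio alike, yet 352 genes were higher and 428 lower. The 5 genes that stayed lay at least 5.04 SE over samples below the endogenous median. Unless most genes of the panel changed, this argues against such a factor as the whole cause for these 5 genes. A smaller part in their falls is not excluded. For the fibroblast and endothelial lists as a whole such a factor stays open. Their pooled median lay at percentile 3.31 of random lists, inside the middle 95%. Its distance to the housekeeping median, -0.30, rests on a reference that the authors' scaling fixes. Less connective tissue in the node pieces also stays open: the median of COL1A1, COL3A1 and FN1 was 0.03 ± 0.54 (SE if samples of a dog were identical), 1.49 above that of PDGFRA, PDGFRB, CXCL12 and C7, but those 4 genes had been noticed for their small p, which widens the gap. A loss of a particular stromal or vessel cell type and the age of the dogs may account for it as well and were not tested.

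CDKN1A, PCNA and BRCA2 were higher together. A larger share of dividing cells could raise PCNA and BRCA2, but would not be expected to raise CDKN1A, a cell cycle inhibitor. The median of the other 5 proliferation genes was 0.31 ± 0.44 (SE if samples of a dog were identical), between the bounds set in advance. So few genes cannot decide whether the share of dividing cells differed. A transcriptional response to DNA damage, which radiation could cause, was tested on FAS and BAX. They were the only measured genes of a target list set in advance, and any other targets on the panel were not tried. Their median was 0.43 ± 0.39 (SE if samples of a dog were identical), which met the bound set in advance for such a response. Its error reaches below that bound, so 2 genes leave such a response open.

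The number of genes past the threshold may come in part from counting the 2 samples of a dog as independent. The share of genes with an unadjusted p under 0.05 was 18.1%, below the mean of 20.6% simulated for unchanged genes when the samples of a dog are identical, and 0 genes passed in that case. The simulated genes were drawn independently, and how far that share varies between tables is not given, so the comparison cannot decide. How alike the 2 samples of a dog were is not known here, and the rescaled comparison called only 44.1% of simulated 4-fold changes, so real differences are not excluded. Whether other groupings of the dogs give as many genes was not tested, because this needs values of single samples.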
